# Perfusion of isolated rat kidney with Mesenchymal Stromal Cells/Extracellular Vesicles prevents ischaemic injury

**DOI:** 10.1111/jcmm.13249

**Published:** 2017-06-21

**Authors:** Marilena Gregorini, Valeria Corradetti, Eleonora Francesca Pattonieri, Chiara Rocca, Samantha Milanesi, Andrea Peloso, Silvana Canevari, Loris De Cecco, Matteo Dugo, Maria Antonietta Avanzini, Melissa Mantelli, Marcello Maestri, Pasquale Esposito, Stefania Bruno, Carmelo Libetta, Antonio Dal Canton, Teresa Rampino

**Keywords:** ischaemic injury, kidney perfusion, stem cells, extracellular vesicles, microarray analysis

## Abstract

Kidney donation after circulatory death (DCD) is a less than ideal option to meet organ shortages. Hypothermic machine perfusion (HMP) with Belzer solution (BS) improves the viability of DCD kidneys, although the graft clinical course remains critical. Mesenchymal stromal cells (MSC) promote tissue repair by releasing extracellular vesicles (EV). We evaluated whether delivering MSC‐/MSC‐derived EV during HMP protects rat DCD kidneys from ischaemic injury and investigated the underlying pathogenic mechanisms. Warm ischaemic isolated kidneys were cold‐perfused (4 hrs) with BS, BS supplemented with MSC or EV. Renal damage was evaluated by histology and renal gene expression by microarray analysis, RT‐PCR. Malondialdehyde, lactate, LDH, glucose and pyruvate were measured in the effluent fluid. MSC‐/EV‐treated kidneys showed significantly less global ischaemic damage. In the MSC/EV groups, there was up‐regulation of three genes encoding enzymes known to improve cell energy metabolism and three genes encoding proteins involved in ion membrane transport. In the effluent fluid, lactate, LDH, MDA and glucose were significantly lower and pyruvate higher in MSC/EV kidneys as compared with BS, suggesting the larger use of energy substrates by MSC/EV kidneys. The addition of MSC/EV to BS during HMP protects the kidney from ischaemic injury by preserving the enzymatic machinery essential for cell viability and protects the kidney from reperfusion damage.

## Introduction

The pool of kidneys currently available for transplantation could be expanded with the procurement of organs from the DCD. Nevertheless, the use of DCD kidneys is limited by a high rate of primary non function and delayed graft function and acute rejection, which results in a worse clinical course 1, 2, 3, 4, 5, 6, 7, 8. Ischaemia occurring in DCD kidneys causes metabolism slowdown and the consumption of ATP and adenosine diphosphate residual pools. The injury caused by ischaemia is worsened during reperfusion due to the accumulation of free radicals and reactive oxygen species (ROS) 9, 10, 11, 12, 13, 14. HMP with BS improves DCD kidney viability by providing metabolic sources for ATP generation and glutathione, which protect against ROS 15, 16, 17; nevertheless, the graft clinical course remains poor 3, 4, 5. MSC are multipotent cells that abate immune and inflammatory responses and promote tissue repair also by releasing EV 18, 19, 20, 21, 22, 23, 24, 25, 26, 27, 28, 29. We have already shown that MSC injection in a renal transplant model protects the graft by reducing ischaemia/reperfusion injury and acute rejection and guides the cytokine network towards a tolerogenic one 30, 31, 32, 33. The originality of our study resides in a new application of MSC, consisting in pre‐transplant graft perfusion. The core rational behind this application is that delivering MSC‐ or MSC‐derived EV (hereafter named EV) to the isolated kidney, as part of the HMP procedure, prepares renal cells and the environment to face the incoming injury, rather than contrasting the assault once it has fired up. Thus, we investigated this novel approach in a rat DCD model and evaluated the morphological, biochemical and molecular effects of MSC/EV on perfused kidneys.

## Materials and methods

### Animals

Fisher F344 (F) rats were used as kidney donors (Charles River, Lecco, Italy). Transgenic Sprague Dawley (SD) rats expressing Enhanced Green Fluorescence Protein (EGFP) 34 (Japan Slc, Hamamatsu, Japan) were used as MSC donors. Rats weighed between 125 and 150 g. Animals were handled according to the guidelines of the Italian Health Ministry (n° 339/2016‐PR).

### MSC expansion and characterization

MSC were isolated from bone marrow of EGFP transgenic SD rats, expanded *in vitro* and used at P2/P3 as previously described 35.

EGFP‐rat MSC, hereafter referred to as MSC, were characterized for plastic adhesion, morphology, antigen surface expression of CD49e, CD90 and CD29 and the absence of CD45 and CD11b (all antibodies were purchased from BioLegend, San Diego, CA, USA) performed with a Navios flow cytometer (Beckman Coulter, Milan, Italy) and differentiation capacity 35.

### EV isolation and characterization

EV were obtained from supernatants of MSC at 80% confluence, as previously described 26. Briefly, MSC were cultured overnight in D‐MEM (Gibco, Life Technologies, Milan, Italy) without foetal calf serum (FCS). Supernatants were centrifuged at 3,000 × g for 20 min. to remove cellular debris, and cell‐free supernatants were then centrifuged twice at 100,000 × g for 1 hr at 4°C.

Fluorescent beads ranging in size from 0.1 to 1 μm (Megamix; BioCytex, Marseille, France) were employed to precisely gate EV. As EV derived from MSC express surface molecules that are characteristic of the cells of origin, anti‐rat CD49e (as positive marker) and anti‐rat CD45 (as negative marker) (both from BioLegend) were used. The analysis was performed by direct immunofluorescence with a Navios flow cytometer (Beckman Coulter), and the data were analysed using Kaluza software. Moreover, some specific exosomal markers, such as CD63, CD9 and CD81 (Miltenyi Biotec, Bergisch Gladbach, Germany), were also analysed, using the Guava easyCyte FlowCytometer (Millipore, Billerica, MA, USA) with InCyte software.

### MSC viability

To test whether hypothermia affects MSC activity, after exposition at 4°C for 2 and 4 hrs, cell viability was evaluated with the Trypan blue exclusion test. Viable cells had a clear cytoplasm, whereas non‐viable cells had a blue cytoplasm. The viability percentage was calculated = [number of viable cells/ total n. of cells (viable + non‐viable)] × 100.

### *In vivo* experiments

Using the rat DCD kidney model, rats were anaesthetized using Isoflurane 2–5% (Baxter, Como, Italy). After a midline laparotomy, the left retroperitoneal renal area was exposed and the lumbar arteries were isolated and sectioned; subsequently, the renal artery and vein were isolated. After 20 min. of warm ischaemia obtained by renal artery clamping, the left nephrectomy was completed with the preservation of the renal hilum. Kidneys were then perfused with BS (*n* = 5), or with BS supplemented with 3 million MSC (*n* = 5), or BS supplemented with EV isolated from 3 million MSC (*n* = 5). Continuous perfusion was performed for 4 hrs at 4°C, and then, the effluent fluid was collected and stored at −20°C. Kidneys were split into two aliquots, one fixed in 10% formalin for morphological studies and the other frozen in liquid nitrogen for RT‐PCR. For the microarray analysis, we also studied another group of non‐perfused kidneys (*n* = 5) (NP) obtained after 20 min. of warm ischaemia and preserved in RNA later (Ambion, Austin, TX, USA).

### Renal histopathology

#### EGFP expression

To track MSC, EGFP renal expression was studied by immunohistochemistry as already described 35. Briefly, 3‐μm‐thick sections of paraffin embedded tissue were collected on poly‐L‐lysine‐coated slides (Dako, Glostrup, Denmark). These were dewaxed in xylol, passed in a decreasing series of alcohol and rehydrated with distilled water. Endogenous peroxidase was blocked with H_2_O_2_/methanol 3.7% vol/vol for 10 min. followed by H_2_O_2_. After three washings in PBS, the sections underwent microwave antigen retrieval, then were exposed overnight at 4°C to monoclonal mouse anti‐green fluorescent protein antibody IgG1 (Chemicon International, Billerica, MA, USA). After three washings in PBS, the immunocomplex was visualized with the biotin–streptavidin–peroxidase complex and 3,3‐diaminobenzidine (Dako). Sections were counterstained with Harris haematoxylin. Negative controls included both omission of the primary Ab and substitution of IgG for primary antibodies. Kidney sections of SD‐EGFP were used as positive controls. We counted EGFP‐positive cells/HPF (×400) in 10 renal sections per kidney.

### Renal morphology

Twenty subserial cross‐sections of each kidney were stained with periodic acid–Schiff (PAS) and examined by two investigators in a double‐blind fashion, using an Olympus IX8 microscope connected to a CCD camera and the software imaging analysis Cell‐R.

Renal damage was evaluated by counting the percentage of tubules/HPF in at least 10 non‐consecutive fields presenting with the following lesions: tubular epithelial cell flattening, brush border loss (BBL), bleb formation (BF), tubular necrosis (TN) and tubular lumen obstruction (TO) 36. Tubular epithelial cell flattening (TF) and BBL were classified as mild lesions; BF, TN and TO as severe lesions.

The global renal damage score, as described by Paller *et al*. 12, was obtained by assigning each lesion a different score: TF(1 point), BBL (1 point), cell membrane BF (2 points), TN (2 points) and TO (2 points). When two or more lesions were present in the same tubule, the most severe score was assigned.

### Biochemical assays

In effluent fluid, malondialdehyde (MDA) amounts were quantified with the HPLC method using the Chromosystems assay kit (Chromosystems GmbH, Gräfelfing, Germany). Glucose, lactate and LDH were quantified with a Clinical Chemistry Analyser (ARCHITECT, Abbot, Italy), and the pyruvate concentration was measured by spectrophotometry (Beckman Coulter). All experiments were quadruplicated.

### RNA extraction and RT‐PCR in BS, MSC/EV kidneys

Total RNA was extracted using the TRIzol method. RNA was treated with DNase from the RNase‐Free DNase Set (Qiagen, Hilden, Germany) and dissolved in nuclease free water. Extracted RNA was tested for quantity and integrity by spectrophotometric analysis (NanoDrop; Thermo Scientific, Waltham, MA, USA). A total of 1 μg of RNA per condition was reverse transcribed into cDNA with the 1st Strand cDNA Synthesis Kit for RT‐PCR (AMV) (Roche Applied Science, Penzberg, Germany). cDNA was used to perform the real‐time PCR analyses in 96‐well optical reaction plates, using ABI prism 5700 (Applied Biosystems, Waltham, MA, USA) and the 5‐exonuclease assay (TaqMan technology) in a 10 μl reaction volume containing TaqMan Universal Master Mix, optimized concentrations of FAM‐labelled probes for B2 m, Idh2, Ndufs8, Pdhb, Calb1, Slc16a1 and Atp6v0d2 (Applied Biosystems, catalogue numbers Hs00187842_m1, Hs00158033_m1, Hs00159597_m1, Hs00168650_m1, Hs01077197_m1, Hs01560299_m1 and Hs00403032_m1, respectively). Water replacing the cDNA was included in the real‐time PCR as a control. The results were analysed using a comparative method, and values normalized to the β2 m expression and converted into fold change. All experiments were quadruplicated.

### Microarray analysis

To infer the transcriptional changes induced by perfusion, in a preliminary experiment, after warm ischaemia, five non‐perfused kidneys (NP) and five MSC‐perfused kidneys (MSC) were stored in RNA later and processed for microarray gene expression analysis.

RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. RNA quality was assessed using Bioanalyser (Agilent, Santa Clara, CA, USA) and was quantified using spectrophotometry (Nanodrop, DE). Total RNA was amplified using the Agilent Low Input Quick Amp WT labelling kit according to the manufacturer's instructions. Briefly, 100 ng of total RNA was used to synthesize double‐stranded cDNA, which was amplified by *in vitro* transcription and labelled with cy3‐dCTP. Fluorescent dye‐labelled cRNA was hybridized to SurePrint G3 Rat GE 8 × 60K Microarray, containing probes recognizing about 30,000 transcripts designed on RefSeq Build 36.2. Hybridization and washing were performed on the Agilent's Microarray Platform according to Agilent's standard protocols. Microarray images were acquired using the Agilent DNA microarray scanner. Raw gene expression data were generated using the Agilent feature extraction software and were preprocessed using the *limma* package 37. Briefly, raw data were log2 transformed and normalized using the function *normalize Between Arrays* with cyclic loss normalization. Normalized data were filtered according to the following procedure: for each array, probes were referred to as ‘expressed’ if they had an intensity signal greater than 10% of the 95th percentile of the negative control probes, then we filtered out probes referred to as ‘expressed’ in less than four samples. After filtering, replicated probes were summarized by calculating their average expression. Finally, we collapsed genes targeted by multiple probes using the ‘maxRowVariance’ method implemented in the collapse Rows function of the WGCNA package 38.

Genes differentially expressed between biological classes were identified using the linear model approach with the empirical Bayes method implemented in the *limma* package. Multiple‐testing correction was performed using the Benjamini–Hochberg false discovery rate (FDR). Genes with an FDR < 0.05 were considered significant.

To identify known biological pathways altered between biological classes, we ran a gene set enrichment analysis (GSEA) using GSEA v2.0.13 software 39. Gene sets retrieved from MSigDB (canonical pathways, C2.cp.v5.1 collection) were tested for enrichment, and those with a *P*‐value <0.001 and an FDR < 0.05 were selected as significantly enriched. GSEA results were visualized using Cytoscape v2.8.3 software and the Enrichment Map plugin. Core genes were identified by leading edge analysis of significantly enriched gene sets. All microarray data were MIAME compliant and were deposited into the NCBI's GEO database (http://www.ncbi.nmlm.nih.gov/projects/geo/) with accession number GSE84563.

### Statistical analysis

GraphPad Prism software (San Diego, CA, USA) was used for the statistical analyses. Biochemical measures were compared using the Student's unpaired *t*‐test. anova followed by the Newman–Keuls test was applied to compare continuous variables among more than two groups. A *P* < 0.05 was considered statistically significant.

## Results

### Rat MSC and EV characterization

MSC showed the typical spindle shape morphology and maintained their capacity to *in vitro* differentiate into osteoblasts and adipocytes as confirmed by the presence of mineralization nodules and fat droplets with histological staining, as already described 35. MSC resulted positive for CD49e, CD90 and CD29, while they were negative for CD45 and CD11b (Fig. 1A). EV were CD49e positive and CD45 negative (Fig. 1B), and expressed some specific exosomal markers, such as CD63, CD9 and CD81 (Fig. 1C).

**Figure 1:**
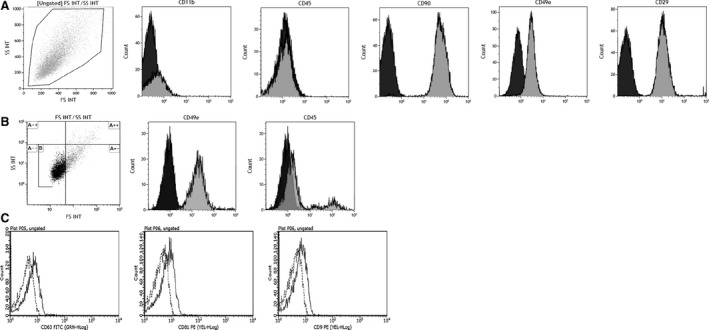
Rat MSC and EV cytofluorimetric characterization. Panel **A**. Immunophenotype of one representative expanded rat EGFP‐MSC culture. Representative dot plot of MSC gated by physical parameters and histograms of surface marker expression (grey ispots) and isotypic controls (black ispots). Rat MSC are negative for CD11b and CD45 and positive for CD90, CD49e and CD29. Panel **B**. Representative dot plot of EV gated by dimension parameters, using 1‐μm calibration beads. Representative histograms of surface marker expression (grey ispots) and isotypic controls (black ispots). Rat EV were positive for CD49e and negative for CD45. Panel **C**. Representative histograms of specific rat EV markers (continuous line) and isotypic controls (broken line). Rat EV were positive for CD63, CD81 and CD9.

Short‐term hypothermia marginally affected MSC viability; in fact, the percentage of viable MSC after exposure at 4°C for 2 and 4 hrs was 86% and 84%, respectively.

### EGFP‐MSC homing tracking

In MSC‐perfused kidneys, EGFP staining (5–10 cells per section) was tracked in vessels, tubules and interstitium (Fig. 2). There was no evidence of macro/microvascular engorgement or thrombosis.

**Figure 2:**
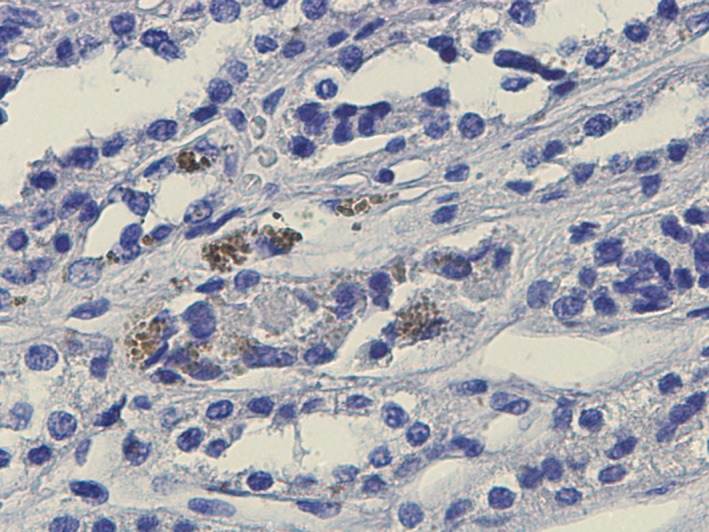
Homing tracking of rat EGFP‐MSC. Representative renal section of MSC‐perfused kidneys. EGFP immunohistochemistry showing tubular and vascular localization of MSC. Magnification ×400.

### Renal ischaemia damage was more severe in kidneys perfused with BS than MSC or EV

Figure 3 shows renal lesions evaluated in the DCD model. TF (Panel A) and BBL (Panel B, blue arrow), BF (Panel B, red arrow), TN and TO (Panel C, white arrow TN and yellow arrow TO). Figure 4A–C shows representative renal sections of perfused kidneys. The prevalence of different types of lesions in BS‐, MSC‐ and EV‐perfused kidneys is reported in Figure 4D–I.

**Figure 3:**
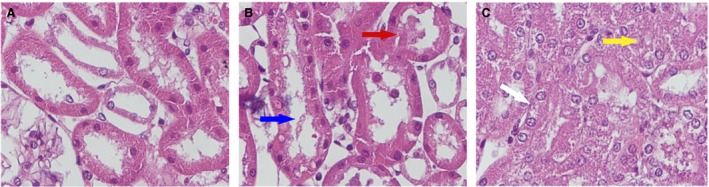
Renal lesions evaluated in the DCD model. Formalin‐fixed tissue stained with PAS. Panel **A**. Tubular epithelial cell flattening (TF). Panel **B**. Blue arrow indicates brush border loss (BBL), and red arrow indicates bleb formation (BF). Panel **C**. Yellow arrow indicates tubular lumen obstruction (TO) and white arrow tubular necrosis (TN). Magnification ×400.

**Figure 4:**
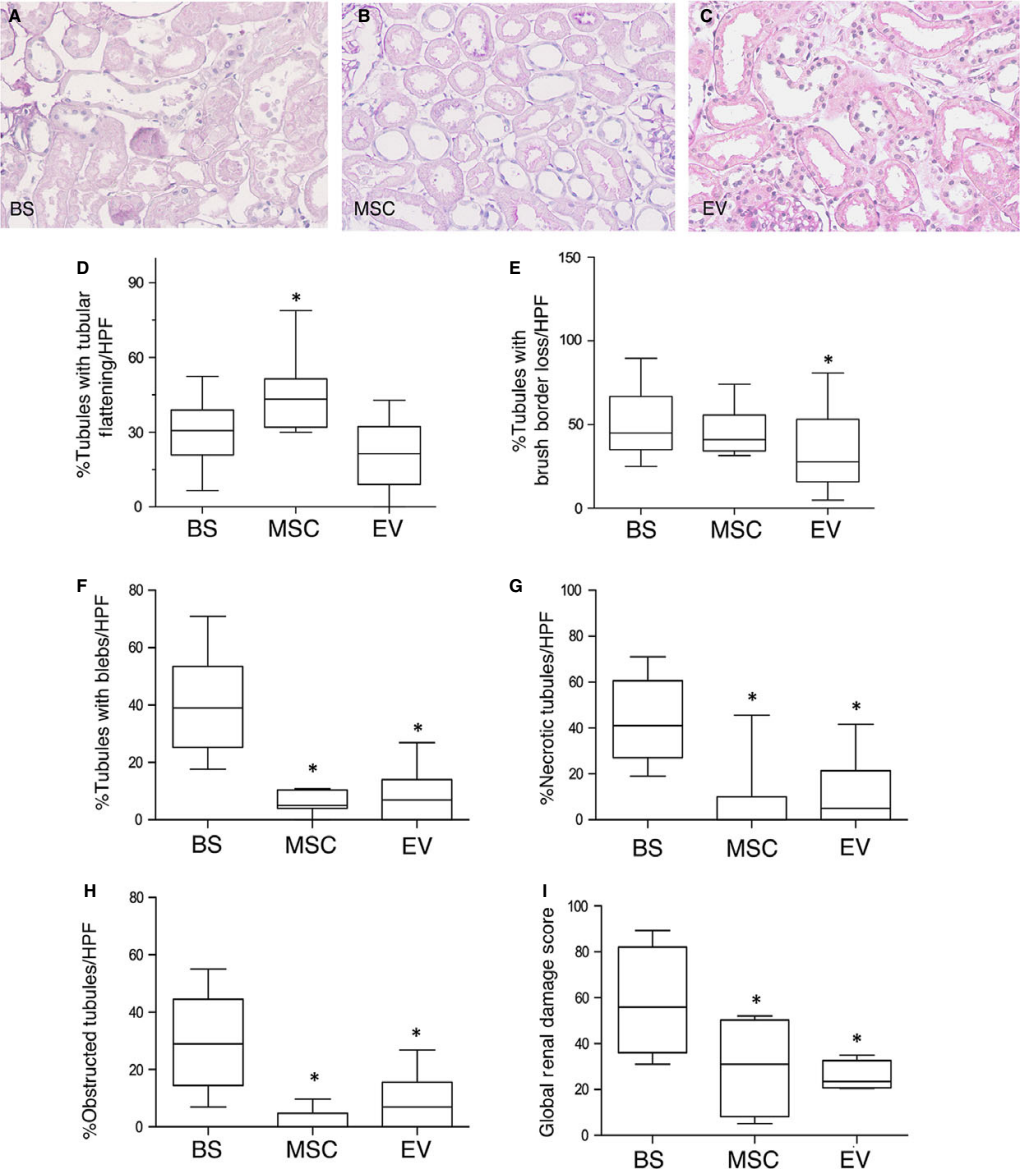
Ischaemic renal damage in BS and MSC‐/EV‐perfused kidneys. Representative renal sections of kidneys perfused after 20 min. of ischaemia either with Belzer solution (BS) (panel **A**), or Belzer solution supplemented with 3 million MSC (MSC) (panel **B**) or Belzer solution supplemented with EV derived from 3 million MSC (EV) (panel **C**). PAS staining, magnification ×200. Panels **D‐I**. Boxplots showing the distribution of renal lesions in all groups. Box: median, 25–75° percentile; whiskers, 5–95° percentile. Data are the percentage of tubules/HPF in which the lesions were observed. Panel **D**. *P < 0.05 *versus* BS and EV. Panel **E**. *P < 0.05 *versus* BS. Panel **F**. *P < 0.0001 *versus* BS. Panel **G**. *P < 0.0001 *versus* BS. Panel **H**. *P < 0.0001 *versus* BS. Panel **I**. *P < 0.0001 *versus* BS. TF: tubular epithelial cell flattening, BBL: brush border loss, BF: bleb formation, TO: tubular lumen obstruction, TN: tubular necrosis

Tubular epithelial cell flattening was significantly more present in tubules from MSC‐perfused kidneys (43.2%) *versus* BS (30.7%) and EV‐perfused kidneys (21.3%) (Fig. 4D), BBL was more pronounced in MSC (40.9%) and BS (45.0%) compared to EV (27.7%) kidneys (Fig. 4E). Severe lesions were more evident in BS than in MSC and EV kidneys: in BS, 39.0% of tubules presented with blebs *versus* 5% in MSC and 7.0% in EV (Fig. 4F), TN was more evident in BS (41.0%) than in MSC (0%) and EV (5.0%) (Fig. 4G) and lumen obstruction was significantly present in BS (29.0%) and almost absent in MSC (0%) and EV (7.0%) (Fig. 4H). The global renal damage score was significantly more severe in kidneys perfused with BS (55.9%) than MSC (31.1%) and EV (23.5%) (Fig. 4I).

### Cell energy metabolism and membrane transport genes were up‐regulated in MSC‐/EV‐perfused kidneys

After hybridization onto the microarray, one of the MSC samples resulted as poor quality and was discarded. Therefore, the comparison was made between five NP samples and four MSC samples. 

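Each array measured the RNA of 1 kidney. On these Agilent rat arrays of 1 colour, the cRNA of a kidney is labelled with Cy3 and its brightness is read at every spot. NP kidneys were taken after 20 min. of warm ischaemia and were not perfused. MSC kidneys had the same ischaemia and then 4 hrs of perfusion at 4°C with BS supplemented with MSC, so that the groups differ in the perfusion itself as well as in the MSC. The submitters' labels are divided on the control kidneys. Their treatment field calls these kidneys not perfused, as the paper does, while their titles and descriptions name 4 hrs of perfusion with BS. They are called NP here, after the paper. The discarded MSC array was not analysed here.

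The authors deposited the output of Agilent Feature Extraction for each array and a table of normalized log2 values. Each array has 62976 spots, of which 58717 carry gene probes and 308 are negative controls. Of the gene spots, between 67.7% and 72.9% (median 69.3%) were well above background on the NP arrays and between 65.6% and 74.3% (median 68.2%) on the MSC arrays. The median raw intensity of the gene spots was 594 to 895 (median 702) on the NP arrays and 577 to 917 (median 742) on the MSC arrays, against 217 to 237 for the median negative control. No gene spot was saturated. The median coefficient of variation of probes spotted more than once was between 2.83% and 4.51%, with the highest value on NP replicate 2. The arrays were on 2 slides, each scanned on its own. The first held NP replicates 1, 2 and 3 with MSC replicates 1 and 2, and the second held NP replicates 4 and 5 with MSC replicates 3 and 4. Pearson's r across genes ranged from 0.961 to 0.997 between arrays of the same group and from 0.968 to 0.993 between arrays of different groups.

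Following the paper's methods, raw intensities were log2 transformed and normalized between arrays by cyclic loess in limma 3.58.1, without background subtraction. Control spots and spots with outlier flags (273 to 593 gene spots per array) were left out. The methods' filter at 10% of the 95th percentile of the negative controls can be read in several ways. Here a probe was called expressed on an array where its log2 value was above 1.1 times the 95th percentile of the log2 values of the negative controls, and it was kept when expressed on at least 4 arrays. This kept 15723 of 30367 gene probes. Read literally, the filter leaves all 26115 gene names in the test. Spots of one probe were averaged, and the probe with the largest variance was kept for each gene, which left 13837 genes, 1726 of them with at least 2 probes to choose from. MSC and NP arrays were then compared with limma's linear model and empirical Bayes method, with the Benjamini-Hochberg FDR. For genes named in the paper an exact two-sided permutation test over all splits of the 9 arrays into 5 and 4 was added, whose smallest possible p is 0.00794. The number of arrays limits the precision of all values.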

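No gene passed both an FDR under 0.05 and a fold change over 1.5 among the 13837 genes tested with limma, while 93 genes were higher in MSC samples at an unadjusted p under 0.05 with a fold change over 1.5. Tmem52b and Calb1 had the smallest p-values of all genes. Tmem52b was read by probe A_64_P114148, whose sequence is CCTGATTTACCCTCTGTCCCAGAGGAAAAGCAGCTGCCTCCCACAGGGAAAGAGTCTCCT. The files place it on chromosome 4 of the rat build rn4 from 166779786 to 166779845 on the plus strand, starting at base 989 of the transcript. Its normalized log2 intensity was 10.58 ± 0.09 (SD, n = 4) in MSC samples and 9.72 ± 0.17 (SD, n = 5) in NP samples. The log2 fold change was 0.86 (standard error 0.10), a fold change of 1.81, with an FDR of 0.100 from limma. Calb1 was read by probe A_44_P236255, on chromosome 5 from 30475783 to 30475991 on the plus strand, with the sequence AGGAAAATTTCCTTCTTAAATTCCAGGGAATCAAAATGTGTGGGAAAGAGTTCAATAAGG. Its log2 intensity was 13.91 ± 0.24 (SD, n = 4) in MSC samples and 12.78 ± 0.27 (SD, n = 5) in NP samples, a log2 fold change of 1.13 (standard error 0.16), a fold change of 2.18 and an FDR of 0.211 from limma. For both genes each of the 4 MSC samples was above each of the 5 NP samples (exact two-sided permutation test, p = 0.00794, the smallest possible, and 0.0139 after Benjamini-Hochberg adjustment over the 7 genes that the paper names). As the study picked both genes on these same arrays, this separation is not independent evidence.

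Of the alternatives run, only a weight for each array, estimated from its scatter by limma, brought either gene past the thresholds. With these weights both genes passed at an FDR of 0.0284 and were the only 2 genes to do so, with log2 fold changes of 0.81 for Tmem52b and 1.10 for Calb1. Over all 28 alternatives the FDR ranged from 0.0284 to 0.720 for either gene. With the slide as a block the log2 fold changes were 0.85 and 1.12, at an FDR of 0.218 and 0.288. Tmem52b has another probe that passed the filter, A_64_P029874, on chromosome 4 from 166775196 to 166775255. There the log2 fold change was 0.28 (standard error 0.22), which is within the spread between replicates (exact two-sided permutation test, p = 0.270), so that the value of Tmem52b depends on the probe kept. Among the other genes with the smallest p-values, Emp1 had a log2 fold change of 0.99, Efemp1 of 0.66 and Cd151 of 0.49, each with an FDR of 0.333.

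**Figure D1:**
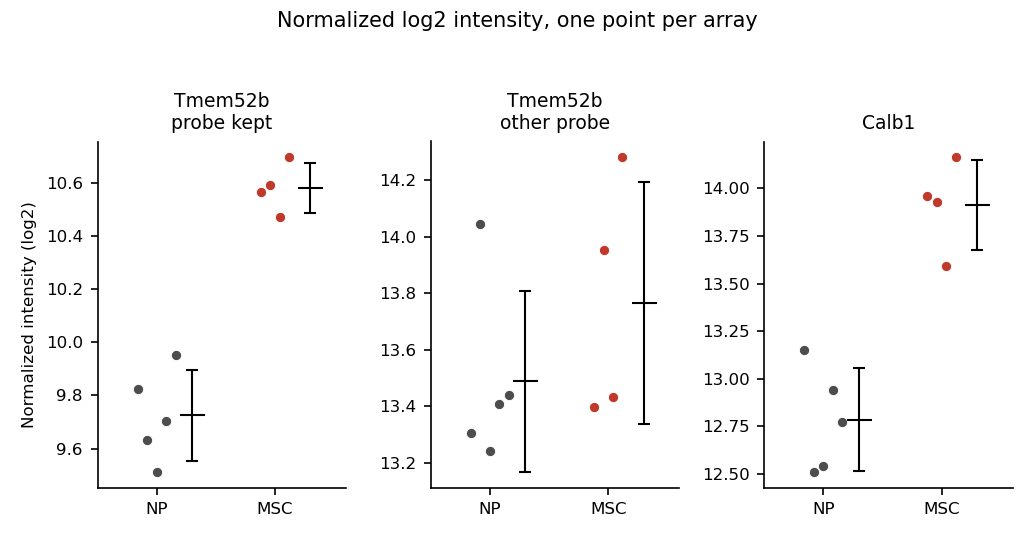
Normalized log2 intensity (vertical axis, its own scale in each panel) of the kept and the other probe of Tmem52b and of the probe of Calb1 in NP (grey) and MSC (red) samples. Each point is 1 array, points are set side by side only to be seen, and bars give the mean and SD of 5 NP or 4 MSC arrays; all MSC points lie above all NP points for the kept probe of Tmem52b and for Calb1, and the groups overlap for the other probe.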

Differential expression analysis between the two biological classes revealed only two genes that were significantly up‐modulated (fold change >1.5 and FDR < 0.05) in MSC‐treated kidneys: Tmem52b, encoding a transmembrane protein, and Calb1 that encodes a calcium binding protein (Fig. 5A). No significantly down‐regulated genes were found. 

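In the same limma fit 0 genes were lower in MSC samples past the FDR of 0.05, with or without the fold change. At an unadjusted p under 0.05 there were 1615 genes, of which 706 were lower and 909 higher in MSC samples. Chance would give 692 in all on average. The genes are not independent, so that a count by chance can lie far from this average. Chance cannot be excluded for the count of 1615. Of those lower, 78 had a fold change over 1.5. With array weights, the other normalizations and each replicate left out, the count past both thresholds was also 0. The 5 lower genes with the smallest p-values were Ybx3, Lmtk2, Slc41a1, Zmiz2 and Terc, all with an FDR of 0.333. Their log2 fold changes were -0.47 (standard error 0.09), -0.36 (0.07), -0.42 (0.09), -0.38 (0.08) and -0.82 (0.17). These genes were picked by their p-values in this comparison, so that the separation of their arrays is no further evidence.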

To interpret the biology underlying and identify subtle differences commonly present in gene sets, we applied GSEA for the identification of perturbed biological processes after MSC perfusion. 

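The sets of MSigDB were not used here. Gene sets were instead written down by family and pathway names before the data were examined here. Of these sets, 6 stand for metabolic and transport processes that the paper names or that its genes belong to, and 3 are comparison sets. The paper found these processes and genes on the same arrays, so that a rise of the 6 sets is not independent evidence. The sets were tested with camera, limma's test of whether the genes of a set rank higher or lower than all other genes. The preset correlation between genes was 0.01, with Benjamini-Hochberg adjustment over the 9 sets. The lysosome set had 50 of 57 genes higher in MSC samples, a median log2 fold change of 0.18 and an FDR of 8.40e-09. For the vacuolar H+-ATPase, the proton pump of lysosomes and of some tubular cells, 20 of 23 genes were higher with a median of 0.15 (FDR 5.23e-05). The citric acid cycle had 16 of 17 genes higher and a median of 0.13 (FDR 2.93e-04), and pyruvate metabolism 17 of 21 and a median of 0.20 (FDR 7.54e-04). For respiratory electron transport 48 of 67 genes were higher, but the median was 0.06 (FDR 5.03e-03). The ATP synthase set, with 12 of 15 genes higher and a median of 0.07, was not past the threshold (FDR 0.0697). None of the comparison sets passed it. The FDR was 0.151 for the proteasome, 0.264 for cytosolic ribosomal proteins, which were lower, and 0.630 for mitochondrial ribosomal proteins.

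The 5 calls depended on the set test. They were kept by fry, limma's rotation test, with an FDR between 0.00265 for pyruvate metabolism and 0.0469 for the citric acid cycle. When camera estimated the correlation between genes from the 9 arrays, none of them passed, with an FDR from 0.0511 for pyruvate metabolism to 0.192 for the citric acid cycle. A running-sum score on the signal-to-noise ratio was built as in GSEA, with p-values from 100 splits of the arrays. The ratio puts a floor under each SD in proportion to the mean log2 intensity. For the genes given here this floor lay above the SD, so that their ratio did not use the spread between arrays. With this score the FDR of the 5 sets was 0.054 or 0.06, where the smallest p that these splits allow is 0.01. The proteasome, a comparison set, was at 0.054 as well. The gene set respiratory electron transport also lost its call when cyclic loess was replaced by quantile normalization (FDR 0.0849), 75th percentile scaling (FDR 0.351) or median scaling (FDR 0.470). The 75th percentile scaling also took background-subtracted values, with which cyclic loess gave an FDR of 0.0106.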

We identified 20 gene sets that were significantly enriched in MSC‐perfused samples; of these, 13 were related to molecular transport, respiratory electron transport, the citric acid cycle and some of them overlapped these categories (Fig. 5B) (see Fig. S1 for the complete list of significantly enriched gene sets).

**Figure 5:**
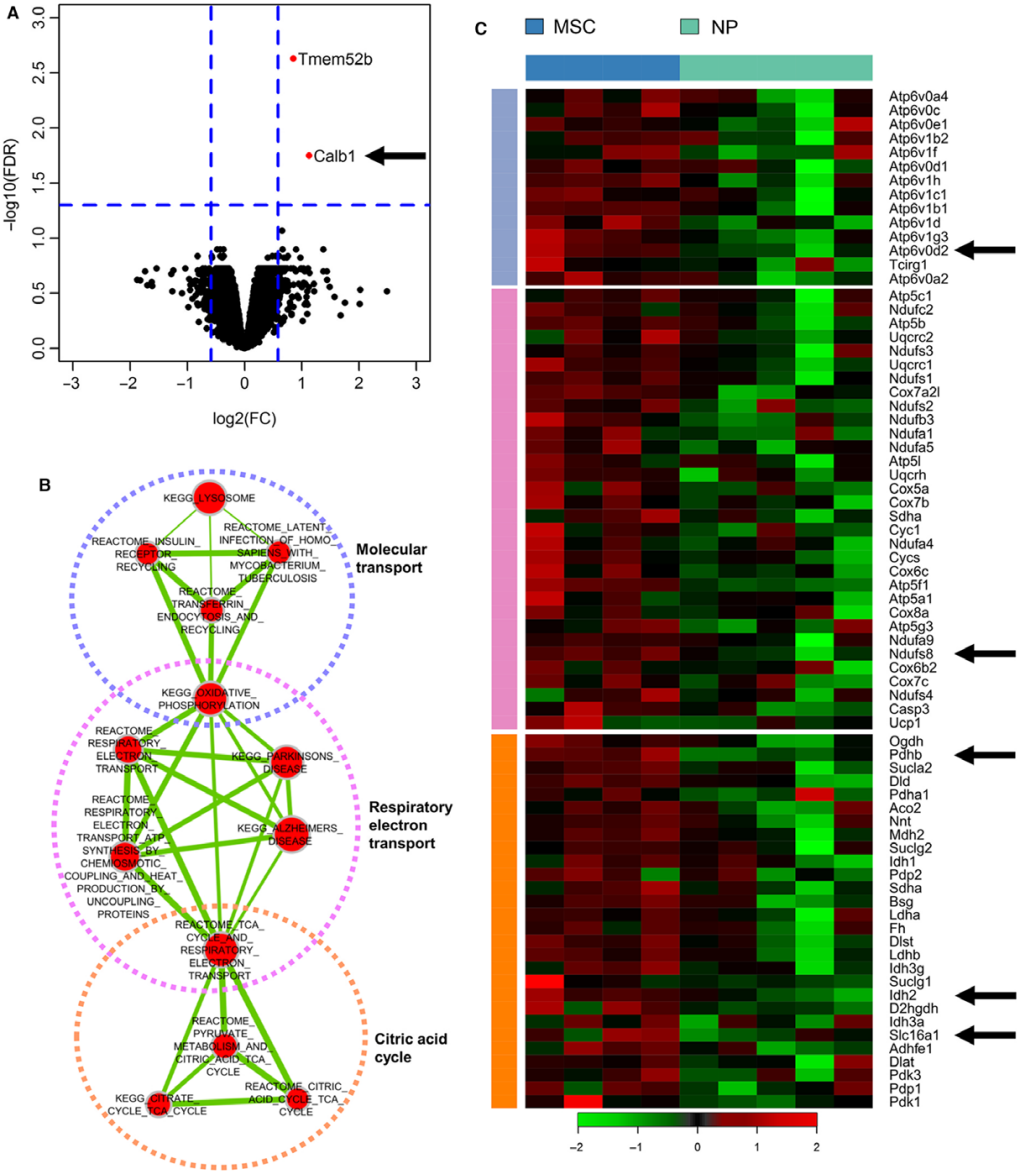
Microarray gene analysis. Gene expression profiling of kidneys perfused with MSC (MSC) compared with non‐perfused kidneys (NP). Panel **A**. Volcano plot of log_2_ fold changes *versus* –log_10_ FDR showing transcriptional differences between MSC‐perfused samples and controls. Vertical dashed lines represent the 1.5‐fold change cut‐off, and the horizontal dashed line denotes the 0.05 FDR cut‐off. Panel **B**. Enrichment map of significantly enriched gene sets at *P* < 0.001 and FDR < 0.05. Nodes represent gene sets connected by an edge when they share common genes. Node size is proportional to the number of genes in the gene set, and edge thickness is proportional to the overlap between gene sets. Red gene sets are enriched in MSC‐perfused samples, blue gene sets in controls. Highly interconnected gene sets are biologically related and were manually annotated into macro‐categories. Panel **C**. Heatmap showing the expression of core genes, identified by leading edge analysis of metabolic gene sets, in MSC‐perfused and control samples. Only genes shared by at least two gene sets were selected. Vertical bars are colour‐coded according to gene set clusters in panel **B**.

We focused our attention on metabolic processes and the identification of core genes driving the enrichment of these gene sets. We performed a cutting edge analysis and selected those occurring in at least two gene sets. 

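The core genes that the paper shows were not used here, and the expression on each array is given for the gene sets written down for the same processes. The score of a set is the mean over its genes of the log2 intensity after subtraction of each gene's mean over the 9 arrays. The scores of pyruvate metabolism were 0.08 ± 0.02 (SD, n = 4) in MSC and -0.06 ± 0.04 (SD, n = 5) in NP samples. For the citric acid cycle they were 0.09 ± 0.04 and -0.07 ± 0.12, with NP replicate 2 far below the other NP samples at -0.27. Respiratory electron transport had scores of 0.05 ± 0.04 and -0.04 ± 0.03, the vacuolar H+-ATPase 0.11 ± 0.03 and -0.09 ± 0.08, and the lysosome 0.10 ± 0.04 and -0.08 ± 0.09. Each MSC sample was above each NP sample in 4 of these sets, and 3 of 4 MSC samples were in respiratory electron transport. Exact two-sided permutation tests on the scores, adjusted over the 9 sets, gave 0.0429 for respiratory electron transport and 0.0357 for the other 4. As the paper drew these processes and genes from the same arrays, these tests are not independent evidence. The ATP synthase had an adjusted exact p of 0.112 and 2 MSC samples above all NP samples. Among the members with the smallest p-values, the log2 fold change was 0.40 for Dld, 0.38 for Sucla2, 0.33 for Cycs, 0.27 for Uqcrc1 and 0.22 for Mpc1, where the single genes had FDR values of 0.353, 0.377, 0.386, 0.348 and 0.348 from limma. The 3 brightest members of the citric acid cycle, pyruvate metabolism and respiratory electron transport include Idh2 and Mpc1. Of the others, Ldhb rose by 0.20, Idh3g by 0.13, Suclg1 by 0.13, Cox6a1 by 0.11 and Cox8a by 0.09, while Uqcr10 fell by 0.06 and Mpc2 by 0.02.

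**Figure D2:**
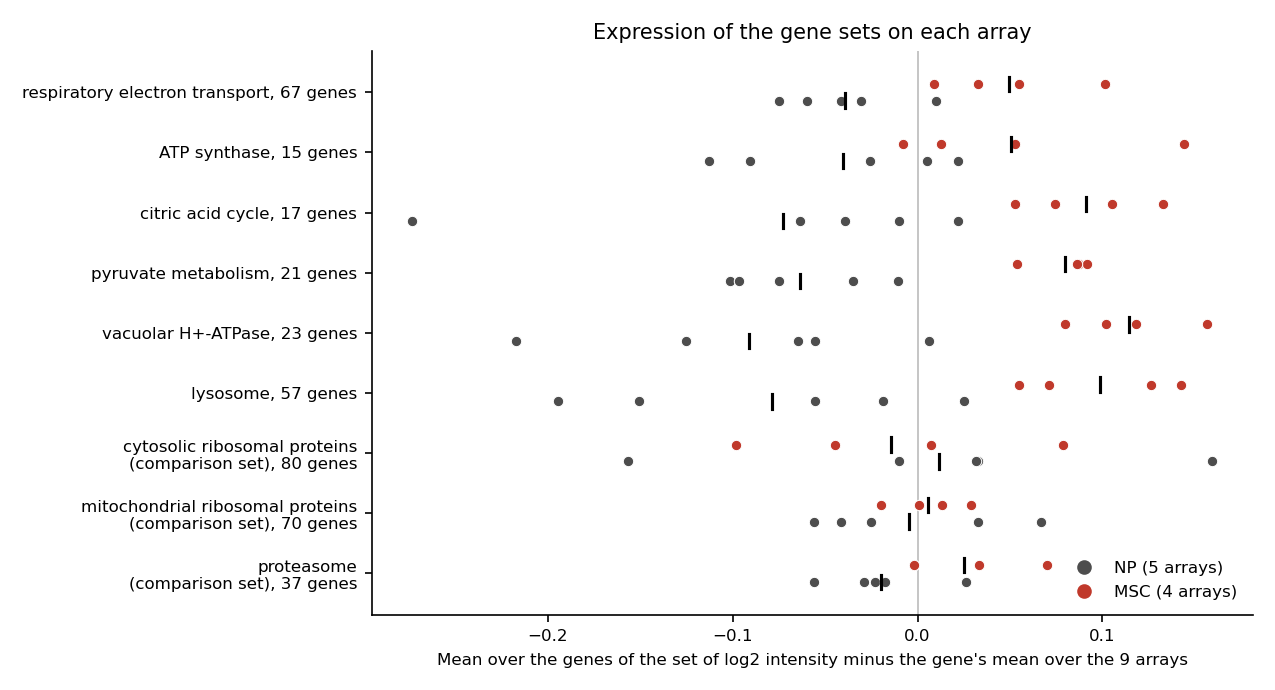
Score of each gene set (horizontal axis, log2 units, mean over the genes of the set after subtraction of each gene's mean over the 9 arrays) in NP (grey) and MSC (red) samples. Each point is 1 array and the black bar is the group mean; the groups do not overlap in the citric acid cycle, pyruvate metabolism, vacuolar H+-ATPase and lysosome sets, and they overlap in the other sets, the 3 comparison sets among them.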

The expression of these genes in MSC‐perfused and NP samples is shown in Figure 5C. We selected five genes for further analyses, those with a key role in energetic metabolism and membrane transport.

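Of the genes taken forward besides Calb1, none reached an FDR under 0.05 when tested with all 13837 genes. The change of Atp6v0d2, which encodes the d2 subunit of the vacuolar proton pump, was the largest. Its log2 intensity was 12.57 ± 0.23 (SD, n = 4) in MSC and 11.81 ± 0.29 (SD, n = 5) in NP samples, a log2 fold change of 0.76 (standard error 0.16, FDR 0.333 from limma). MSC replicate 4 lay apart above the other MSC samples and NP replicate 2 apart below the other NP samples. Without the first the log2 fold change was 0.64, and without the second it was also 0.64. For Slc16a1, which encodes monocarboxylate transporter 1, it was 0.35 (standard error 0.16, FDR 0.440 from limma), with an intensity of 11.79 ± 0.34 against 11.44 ± 0.21. MSC replicate 3, at 11.32, was within the NP range. With the slide as a block in limma, the Slc16a1 log2 fold change was 0.39, at an FDR of 0.288. Its unadjusted p from limma was 0.00755 with this block and 0.0584 without it. The permutation tests given here do not take the slide into account. Pdhb, which encodes the beta subunit of pyruvate dehydrogenase, had log2 intensities of 14.93 ± 0.07 and 14.62 ± 0.07 and a log2 fold change of 0.31 (standard error 0.07, FDR 0.333 from limma). Ndufs8, a subunit of complex I, had 14.53 ± 0.05 and 14.24 ± 0.16, a log2 fold change of 0.29 (standard error 0.09, FDR 0.333 from limma) that was 0.22 without NP replicate 2. Idh2, the mitochondrial isocitrate dehydrogenase that makes NADPH, had 18.04 ± 0.09 and 17.78 ± 0.13 and a log2 fold change of 0.26 (standard error 0.09, FDR 0.352 from limma). These correspond to fold changes of 1.69 for Atp6v0d2, 1.28 for Slc16a1, 1.24 for Pdhb, 1.23 for Ndufs8 and 1.19 for Idh2. The exact two-sided permutation test, adjusted over the list alone, gave 0.0139 for Atp6v0d2 and Pdhb, 0.0185 for Ndufs8 and Idh2, and 0.103 for Slc16a1. The study chose these genes on the same arrays, so that this adjustment is not independent evidence. All MSC samples were above all NP samples for each gene except Slc16a1, where 3 of 4 were. The files place the probe of Idh2 on chromosome 1 of rn4 from 135876105 to 135876164, of Ndufs8 on chromosome 1 from 206435873 to 206436371, of Pdhb on chromosome 15 from 18740251 to 18740642, of Slc16a1 on chromosome 2 from 199879777 to 199879836 and of Atp6v0d2 on chromosome 5 from 34476269 to 34476328. From the enrichment of metabolic and transport gene sets in MSC-perfused kidneys (Fig. 5B), the paper went on to the core genes of these sets and took those with a key role in energetic metabolism and membrane transport for further analyses.

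**Figure D3:**
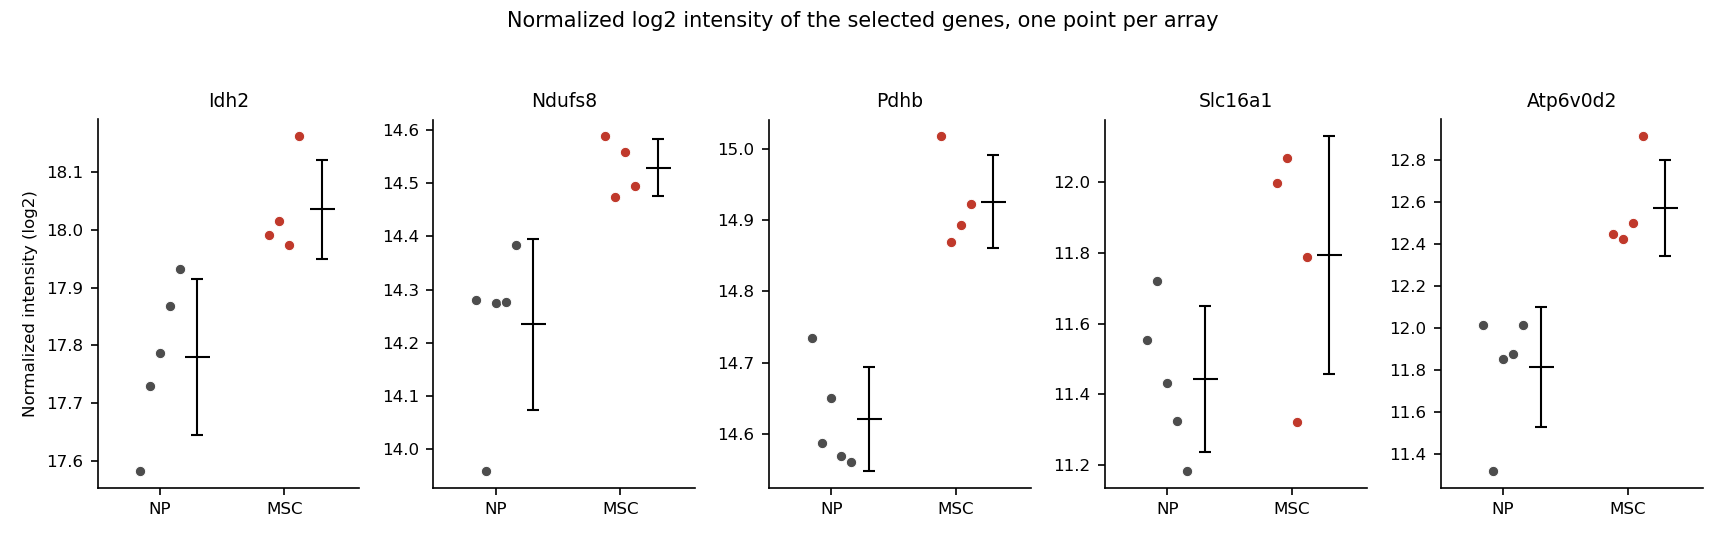
Normalized log2 intensity (vertical axis, its own scale in each panel) of Idh2, Ndufs8, Pdhb, Slc16a1 and Atp6v0d2 in NP (grey) and MSC (red) samples. Each point is 1 array, points are set side by side only to be seen, and bars give the mean and SD of 5 NP or 4 MSC arrays; the groups do not overlap except for Slc16a1, where 1 MSC sample lies among the NP samples.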

From the microarray analysis, we selected three genes encoding proteins that contribute to improved mitochondrial activity, ATP synthesis and BS antioxidant effects (Idh2: isocitrate dehydrogenase 2; Ndufs8: NADH dehydrogenase Fe‐S protein 8; Pdhb: pyruvate dehydrogenase beta) and three genes encoding proteins involved in membrane transport and cellular homoeostasis preservation (Calb1: Calbindin 1; Slc16a1: monocarboxylate transporter 1; Atp6v0d2: vacuolar H+‐ATPase d2 Subunit).

### Idh2, Ndufs8 and Pdhb mRNA expression was up‐regulated in MSC/EV renal tissue, Calb1, Slc16a1 and Atp6v0d2 mRNA was up‐regulated in EV renal tissue

RT‐PCR of selected genes was performed in renal tissues from the BS, MSC and EV groups (*n* = 5 for each group). This analysis showed that mRNA expression of Idh2, Ndufs8 and Pdhb was significantly higher in kidneys perfused with MSC and EV than in those perfused only with BS (Fig. 6A–C).

**Figure 6:**
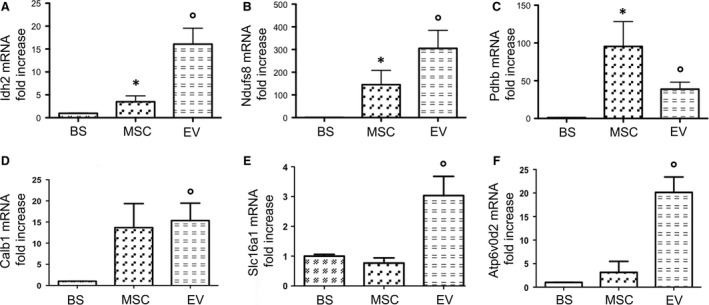
mRNA expression of cell energy metabolism and membrane transport genes validated by RT‐PCR in BS, MSC and EV groups. Columns show gene mRNA expression normalized to beta‐actin expression and converted to fold change. Data are means ± S.D. The groups are defined in Figure 4. Panel **A**. Isocitrate dehydrogenase 2 (Idh2) mRNA expression (°*P* < 0.005 *versus* BS; *P < 0.05 *versus* EV and BS). Panel **B**. NADH dehydrogenase (ubiquinone), Fe‐S protein 8 (Ndufs8) mRNA expression (°*P* < 0.005 *versus* BS; *P < 0.05 *versus* BS). Panel **C**. Pyruvate dehydrogenase beta (Pdhb) mRNA expression (*P < 0.05 *versus* BS; °*P* < 0.01 *versus* BS). Panel **D**. Calbindin1 (Calb1) mRNA expression (°*P* < 0.05 *versus* BS). Panel **E**. Monocarboxylate transporter 1 (Slc16a1) mRNA expression (°*P* < 0.05 *versus* BS and MSC). Panel **F**. Vacuolar H + ‐ATPase d2 Subunit (Atp6v0d2) mRNA expression (°*P* < 0.01 *versus* BS and MSC).

Moreover in EV, but not in MSC‐perfused kidneys, we found the up‐regulation of Calb1, Slc16a1 and Atp6v0d2 mRNA in comparison with BS group (Fig. 6D‐F).

### Markers of ischaemic damage and glucose were lower, pyruvate was higher in MSC/EV than BS effluent fluid

After 4 hrs of perfusion at 4°C with BS alone or in the presence of either MSC or EV, the effluent fluid was collected and stored at −20°C till the time of analysis. The markers of disease activity 40, LDH and lactate and of oxidative stress and lipid peroxidation 41. MDA were significantly higher in effluent fluid of BS kidneys (lactate 5.66 ± 0.99 mg/dl; LDH 64.75 ± 11.90 mU/ml; MDA 0.41 ± 0.06 mcU/ml) compared to MSC (lactate 3.12 ± 0.12 mg/dl; LDH 37.67 ± 8.1 mU/ml; MDA 0.23 ± 0.05 mcU/ml) and EV kidneys (lactate 2.51 ± 0.98 mg/dl; LDH 16.33 ± 16.23 mU/ml; MDA 0.12 ± 0.004 mcU/ml) (Fig. 7A–C). Glucose levels in effluent fluid from BS kidneys were significantly higher (170.8 ± 13.77 mg/dl) than in MSC (132.7 ± 2.80 mg/dl) and EV (59.0 ± 7.60 mg/dl) (Fig. 7D). Pyruvate levels in MSC (0.89 ± 0.02 mg/dl) and EV effluent (1.1 ± 0.04 mg/dl) were significantly higher than in BS effluent (0.41 ± 0.20 mg/dl) (Fig. 7E).

**Figure 7:**
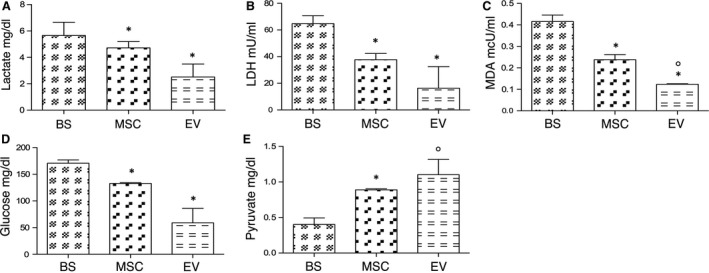
Markers of ischaemic damage and energy substrates in effluent fluid. Columns show levels of lactate (mg/dl), LDH (mU/ml), malondialdehyde (MDA) (mcU/ml), glucose (mg/dl) and pyruvate (mg/dl) in effluent fluid from each group. Data are means ± S.D. The groups are defined in Figure 4. Panel **A**. *P < 0.05 *versus* BS. Panel **B**. *P < 0.05 *versus* BS. Panel **C**. *P < 0.05 *versus* BS; °*P* < 0.01 *versus* MSC. Panel **D**. *P < 0.05 *versus* BS. Panel **E** *P < 0.05 *versus* BS; °*P* < 0.005 *versus* BS.

## Discussion

It is known that hypothermic perfusion with BS ameliorates the viability of grafts 1. Here, we report in a rat model of DCD kidney that pre‐conditioning with MSC, and even more with MSC‐derived EV, results in a significant reduction in renal ischaemic injury. During ischaemia, there is a switch from aerobic to anaerobic metabolism, which leads to intracellular changes: ATP levels decline, intracellular calcium and protons increase together with mitochondrial membrane permeability, ROS rise, and lysosome enzymes are released with consequent cell structure breakage 9, 10, 11, 12, 13. In addition, hypoxia inhibits glucose oxidative phosphorylation; thus, anaerobic glycolysis remains the only source of ATP production. Conversion of pyruvate into lactate quickly overloads cells with lactate and protons; hence, lactate becomes the leading actor in cellular metabolism. Proton excess disrupts phospholipid membrane integrity, while an ATP shortage deprives ion transporters of fuel causing intracellular ion accumulation and cell swelling 42, 43. All these events result in cellular architecture subversion and morphological changes 44, 45. Even though in our experimental groups, a heterogeneous pattern of lesions was observed, the global renal damage score was significantly lower in MSC/EV as compared with BS kidneys, where a higher percentage of severe lesions was observed. The damage progression in MSC‐perfused kidneys was limited to early stages, while EV were the most effective in stopping the progression of ischaemic injury.

The gene expression array analysis shed light on why MSC/EV delivery to the isolated organ provides protection for the DCD kidney. In fact, gene pathways for molecular transport, respiratory electron transport and the citric acid cycle were significantly up‐regulated in MSC compared to NP. The results obtained comparing MSC with NP kidneys were studied in BS, MSC and EV kidneys by RT‐PCR mRNA expression of six key genes, whose functions could enhance BS efficiency and improve cell homoeostasis during cold perfusion.

Overall, analyses of the biochemical products in perfused kidney effluents were in agreement with the histopathological data and supported by the final effectors of gene pathways up‐regulated in MSC/EV kidneys. In fact, in BS effluent fluid the ischaemic damage marker levels (LDH, lactate) and MDA, expression of oxidative stress and lipid peroxidation, were significantly higher than in MSC/EV effluent. Improved MSC/EV kidney viability was also justified by the effluent levels of glucose and pyruvate, important intermediates in energy metabolism. Compared with BS, effluent glucose levels were lower in MSC/EV kidneys, while pyruvate levels were higher possibly indicating an increased glucose conversion into pyruvate. On the other hand, it is known that ischaemia induces persistent pyruvate depletion 42 and pyruvate administration during ischaemia protects kidneys from injury;^14^, ^46^, ^47^ thus, we propose that the higher levels of pyruvate preserved MSC/EV kidneys through its antioxidant and anti‐inflammatory effects 42, 48, 49.

The cell energy metabolism pathways and ion membrane transporters up‐regulated in the MSC/EV groups, and their effectors are reported in Figure 8.

**Figure 8:**
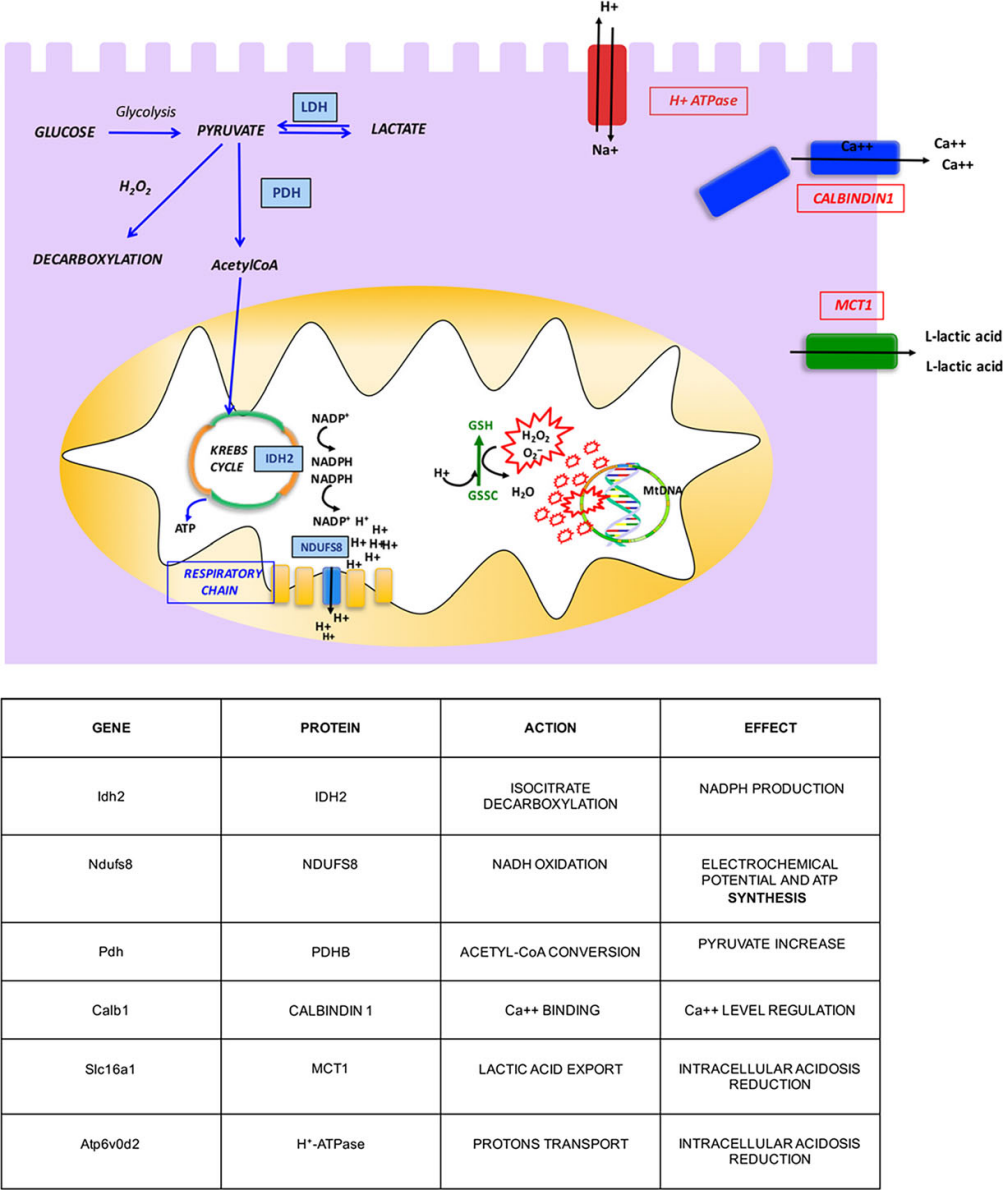
Schematic representation of cell energy metabolism pathways and ion membrane transporters up‐regulated in MSC/EV groups.

The Idh2 gene encodes for isocitrate dehydrogenase 2, which generates NADPH, and is indispensable for producing reduced glutathione (GSH), potent antioxidant 50, 51, 52, 53, 54. Thus, we think that Idh2 upregulation in MSC‐/EV‐perfused kidneys could provide greater NADPH availability and ensure that glutathione, supplied by BS, ameliorates its antioxidant activity. Similarly, the Ndufs8 gene, which encodes NADH‐ubiquinone oxidoreductase, induces a proton flux and an electrochemical potential across the mitochondrial membrane that drives ATP synthesis 55, 56, 57, 58. Hence, the greater ubiquinone availability, together with adenosine provided by BS, may accelerate ATP synthesis reducing energy depletion. Our hypothesis is supported by evidence from an ischaemia–reperfusion model where the administration of reduced ubiquinone improves renal damage, by enhancing electron transport, preventing ROS generation and increasing ATP production 59. The Pdhb gene, encoding pyruvate dehydrogenase beta, has a key role in ischaemic cell energy metabolism. It is known that acute kidney ischaemia decreases PDH and pyruvate levels, increases lactate levels 42 and that pyruvate administration protects from ischaemic injury 14, 46, 47, 48, 49. As Figure 8 shows, pyruvate is central to many metabolic pathways: (*i*) glycolysis, which leads to pyruvate generation; (*ii*) pyruvate decarboxylation by PDH, which leads to acetyl‐CoA formation; (*iii*) pyruvate–lactate conversion; and (*iv*) pyruvate decarboxylation during H_2_O_2_ scavenging. In MSC/EV kidneys, we observed upregulation of the Pdhb gene, that potentially should increase pyruvate to acetyl‐CoA conversion resulting in a decrease of pyruvate levels in effluent fluid. Experimentally, we observed a pyruvate rise, but this could be explained by the reduction in LDH levels and pyruvate–lactate conversion, and by the decreased pyruvate consumption by H_2_O_2_‐mediated decarboxylation (H_2_O_2_ scavenging). In fact, MDA levels were lower in treated kidneys. Calb1 encodes calbindin1, a calcium binding protein, that plays a pivotal role in intracellular calcium regulation and prevents calcium toxicity 60. Ca2^++^ overload causes oxidative stress generating ROS and induces apoptosis and cell death opening mitochondrial transition pores 10, 11, 61. Several studies have already demonstrated the protective effect of calbindin1 in experimental models of ischaemic stroke 62, retinal ischaemia 63 and cyclosporine A toxicity in tubular cells 64. Slc16a1 encodes for MCT1, an almost ubiquitous protein whose role is to facilitate L‐lactic acid transmembrane movements. During hypoxia or anoxia, MCT1 exports lactic acid accumulated during anaerobic glycolysis, reducing intracellular acidosis 43, 65, 66, 67. The protective effect of MCT1 upregulation and consequent lactate export has already been described in myocardial ischaemia–reperfusion injury 68. The Atp6v0d2 gene encodes subunit isoforms of H + ‐ATPase which transports protons across the cellular membrane; this action is required to reduce intracellular acidosis 69, 70, 71. Interestingly, the last three genes were significantly up‐regulated only in EV‐perfused kidneys in agreement with their better histopathological preservation.

We hypothesize that the major effectiveness of EV *versus* MSC may depend on the prompt availability of MSC mediators contained in EV. Furthermore, EV were released by MSC, conditioned overnight in DMEM without FCS; therefore, they were committed to an energy depletion setting 28. *In vitro* studies have shown that the EV incorporation rate was accelerated in ATP‐depleted tubular cells 28 and correlated positively with intracellular proton concentration 72. Furthermore, the release of EV from primary cultures of cytotrophoblast cells was inversely correlated with oxygen tension. 73 These findings suggest that soluble EV are more promptly available to hypoxic cells than EV delivered by MSC. Therefore, free EV would oppose the cascade of reactions sparked by ischaemia in an earlier stage and be more effective in preventing ischaemic injury. EV contribute to MSC paracrine action by delivering microRNA, mRNA, long non‐coding RNA and occasionally genomic DNA into target tissues and can bind target cells through specific receptors and transfer proteins, lipids, mRNAs and miRNAs 25, 26, 27, 28. Recently, it has been reported that MSC‐derived EV modulate miRNA in renal tubular cells and inhibit ATP depletion injury 28. In glycerol 26, cisplatin 25 and ischaemia–reperfusion model of acute kidney failure 74, the intravenous administration of EV or MSC had the same efficacy on functional and morphological recovery.

In conclusion, we have demonstrated that MSC/EV administration in addition to BS, normally used in HMP for DCD organs, blocks renal ischaemic damage at an early stage by preserving the enzymatic machinery essential for cell viability and prepares the kidney for reperfusion damage. To the best of our knowledge, this is the first report on new gene pathways by which MSC/EV may act in tissue protection/repair. Even though the *in vivo* portion of the study was limited, for example, the transplantation of treated kidneys was not performed, we strongly believe that our results should pave the way for more in depth, *in vivo* studies; in fact, the future steps of this project will be the identification of mediators involved in the better effectiveness of EV and the transplant of kidneys conditioned with MSC or EV.

## Authorship

G.M. contributed to the research design, and she was responsible for the histological studies, contributed to the analysis and interpretation of data, wrote and approved the final version of the manuscript. C.V. performed the microsurgery experiments and contributed to the collection and analysis of data. P.E.F. contributed to the research design, histological studies and collection of data. R.C. and M.S. performed the RT‐PCR analysis. P.A. performed the microsurgery experiments. C.S. was responsible for the microarray analysis. D.C.L and D.M. performed the microarray analysis. A.M.A. was responsible for MSC and EV isolation and characterization, revised and approved the final version of the manuscript. M.M. contributed to MSC and EV isolation and characterization. B.S. contributed to EV characterization. M.Ma supervised the microsurgical experiments. E.P. and L.C. approved the final version of the manuscript. D.C.A. critically revised and approved the final version of the manuscript, R.T. designed and supervised the experiments, wrote and approved the final version of the manuscript.

## Conflict of interests

The authors have no conflict of interests to declare.

## Supporting information

**Figure S1**. Heatmap reporting leading edge genes (genes that drive the significance of a gene set) for gene sets significantly altered (FDR < 0.05) between MSC and NP samples. Red: genes included in the gene set; grey: genes not included in the gene set. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

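The raw intensity values of each spot were made by the authors with Agilent's image software and deposited without background subtraction (mean and median of the pixels) and, in another column, with the background subtracted and the trend over the array removed. The log2 values in the authors' deposited table had been normalized between arrays and filtered. Here the mean pixel intensity was taken from the raw files, log2 transformed and normalized again by cyclic loess, and the values had a Pearson's r of 0.99987 to 0.99997 with the deposited log2 values of the same array over 15723 probes. In the authors' table of log2 values no column that holds a value per sample was left unused (0 columns).

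R 4.3.3, limma 3.58.1 and data.table 1.17.8 were used. The array groups, the limma and camera tests, the exact tests of the genes that the paper names, the thresholds and the alternatives were set down before the data were examined. The exact tests of the gene set scores were not part of that plan and were added later. Tests of possible causes that were chosen later are named as such where they are given. A gene was called at an FDR under 0.05 with a fold change over 1.5. Genes without a value on every array were kept, and 13836 of 13837 genes had all values. The genes reported are those that the paper names from the arrays, the genes with the smallest p-values in each direction, and in each gene set those with the smallest p-values and the brightest. Gene names are those of the array files. Of 30367 gene probes, 18438 had an accession in a current name table, and 2720 of these now carry another name. For the genes that the paper names and those with the smallest p-values in each direction, 17 of 18 probes were found in that table and 0 differed. Probe positions are those given in the files, on rn4.

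Besides the 9 gene sets, 19 lists of marker genes for cell types, blood, tissue around the kidney and responses were written down, of which 17 could be tested. The lists for the Y chromosome and for X inactivation had no gene that passed the filter. The same limma model and camera test were used for them, with their own adjustment over 17 lists.

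The steps were tried on simulated arrays with the spread of each gene and independent noise on each array, in the same design. Of 200 genes changed among 13836, 180 were called (90%), with 6 false calls. Of the genes changed 4-fold 99% were called, and of those changed 2-fold 81%. A raised set of 30 genes had a camera p of 4.62e-18 and an unchanged set one of 0.637, from limma. Real arrays share noise between genes, which the simulation leaves out. Changing as many as 200 genes also eases the FDR threshold for each of them. The shares called therefore do not give the power to find a few genes. On the real arrays Calb1, at a fold change of 2.18, had an FDR of 0.211 from limma.

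The alternatives took other intensity columns, normalizations, filters, choices of probe, variance models, blocks and set tests, left out each array in turn, and used the deposited log2 values. The array weights are estimated gene after gene and move a little with the order of the genes, which was fixed by name. Where an alternative is named it changes 1 choice and keeps the others.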

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

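The comparison of each array with its group and the marker gene lists were set down before the data were examined, and only the test of the distal convoluted and connecting tubule list without Calb1 and Tmem52b was chosen only after the result was seen.

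Dixon's ratio, the gap between the outermost array and its neighbour over the range of the group, was computed for 76 groups, of which 7 passed the critical value at an alpha of 0.05 for a group of their size, where 3.8 are expected by chance. NP replicate 2 passed it 4 times. Its ratio was 0.741 for Ndufs8, 0.766 for Atp6v0d2, 0.711 for the score of the citric acid cycle and 0.731 for the coefficient of variation of probes spotted more than once, which was the highest of all arrays. Without NP replicate 2 the log2 fold change of Ndufs8 was 0.22 and that of Atp6v0d2 0.64. MSC replicate 4 had a ratio of 0.843 for Atp6v0d2. MSC replicate 3 had ratios of 0.869 for pyruvate metabolism and 0.890 for the injured tubule list. No array was removed from the comparison for this.

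The marker lists that the paper does not treat are given with their median log2 fold change and their camera FDR. The perirenal fat list had a median of 0.93 (FDR 1.54e-03), the intercalated cell list 0.37 (FDR 1.05e-04), the immediate early and stress response list 0.33 (FDR 3.61e-03), the principal cell list 0.31 (FDR 1.75e-03), the injured tubule list 0.30 (FDR 3.61e-03), the thick ascending limb list 0.28 (FDR 3.00e-03), the mesenchymal stromal cell list 0.16 (FDR 0.0302), the distal convoluted and connecting tubule list 0.14 (FDR 5.08e-03), which contains Calb1 and Tmem52b, and the proximal tubule list 0.11 (FDR 0.0275). Without Calb1 and Tmem52b the 12 genes left in the distal convoluted and connecting tubule list had a median of 0.0301 and a camera p of 0.161 from limma, so that the call of this list rests on these 2 genes. None of the lists passed when camera estimated the correlation between genes, and only the thick ascending limb did with fry (FDR 0.0481). The rise of the fat list rests on 2 arrays, with scores of 1.90 in MSC replicate 3 and 1.22 in MSC replicate 4 against -0.94 and -0.05 in the other MSC arrays. The mesenchymal stromal cell list was highest in NP replicate 2 (score 0.53), an array without MSC, so that it is no measure of MSC in the kidney.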

How the results depend on the processing

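The alternatives were fixed before the data were examined, and no test in this part was chosen only after the result was seen.

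With limma 0 genes higher in MSC-perfused kidneys were called, and 28 of 30 alternatives gave the same count. Array weights gave 2, and unadjusted p with the fold change gave 93. For genes lower in MSC-perfused kidneys only unadjusted p changed the count, to 78. No array left out changed either count.

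The Tmem52b log2 fold change was 0.81 with array weights and the Calb1 log2 fold change 1.10, where both were called (FDR 0.0284 from limma, range over the alternatives 0.0284 to 0.720). The Tmem52b log2 fold change ranged from 0.28 with the brightest probe to 1.12 with 75th percentile scaling, which also takes background-subtracted values. With those values and cyclic loess it was 1.10. The Calb1 log2 fold change ranged from 1.04 to 1.24.

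For the gene set respiratory electron transport the FDR was 0.0849 with quantile normalization, 0.351 with 75th percentile scaling, 0.470 with median scaling, 0.139 with camera at the estimated correlation and 0.054 with the running-sum score (range over the alternatives 6.16e-04 to 0.470). Why the scaling matters was not tested.

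The gene set ATP synthase passed in 11 of 32 alternatives, with an FDR of 0.0291 with no filter and with the filter at 10% of the negative controls, 0.0447 with the linear filter, 0.0478 with the filter on well above background, 0.0108 per probe, 0.0289 with the mean of probes, 0.0323 with the brightest probe and 0.0452 with camera on ranks (range 0.0108 to 0.711, with arrays left out up to 0.224 without MSC replicate 4). It also passed without NP replicate 2 (0.0365), NP replicate 3 (0.0453) or MSC replicate 1 (0.0290).

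With camera at the estimated correlation the FDR was 0.192 for the gene set citric acid cycle, 0.0511 for the gene set pyruvate metabolism, 0.0598 for the gene set vacuolar H+-ATPase and 0.125 for the gene set lysosome, the top of the range except for pyruvate metabolism. With the running-sum score it was 0.054, 0.06, 0.054 and 0.054. No array left out changed these 4 calls.

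The gene set cytosolic ribosomal proteins (comparison set) passed, lower, with quantile normalization (FDR 0.0214) and median scaling (FDR 7.74e-03, range 7.74e-03 to 0.877) and without NP replicate 1 (0.0340), and was higher without NP replicate 2 (0.785) or MSC replicate 1 (0.877). The gene set mitochondrial ribosomal proteins (comparison set) was lower with 75th percentile scaling (FDR 0.908), with median scaling (0.735) and without NP replicate 2 (0.666), in a range of 0.142 to 0.994.

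Of the cell type and response lists 12 passed. The count was 0 with camera at the estimated correlation, 1 with fry, 0 with the running-sum score, and 8 to 13 with arrays left out. The list inner medulla changed direction with the replicate block (FDR 0.919, range 0.135 to 0.958), whose numbers do not pair the arrays, and without NP replicate 5 (0.958) or MSC replicate 2 (0.241). The list endothelium was lower per probe (FDR 0.751) and with array weights (0.447, range 0.303 to 0.971), and without NP replicate 1 (0.775), NP replicate 3 (0.532) or MSC replicate 4 (0.780), and the list adrenal was higher with array weights (FDR 0.987, range 0.166 to 0.987).

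Leaving out 1 array also changed the call of 6 lists. The list leukocytes passed without NP replicate 3 (FDR 7.83e-03) or MSC replicate 2 (0.0200), and the list skeletal muscle without NP replicate 5 (0.0493). The list platelets did not pass without NP replicate 1 (0.0605) or MSC replicate 3 (0.0821), nor the list proximal tubule without NP replicate 1 (0.206), NP replicate 2 (0.0520) or MSC replicate 3 (0.0670). The list glomerulus lost its call without NP replicate 1 (0.0827), 2 (0.0910), 4 (0.125) or 5 (0.0595) or MSC replicate 4 (0.766). The list mesenchymal stromal cell lost it without NP replicate 1 (0.341) or 3 (0.0597) or MSC replicate 1 (0.0558), 3 (0.187) or 4 (0.0596).

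Other choices also cost lists their call. The list proximal tubule did not pass with quantile normalization (FDR 0.127), 75th percentile scaling (0.194), median scaling (0.113) or array weights (0.437), nor the list immediate early and stress response with array weights (0.370). The list glomerulus did not pass with gProcessedSignal (0.0734), the slide block (0.0622) or the replicate block (0.0713), nor the list platelets with the replicate block (0.0713). The list thick ascending limb did not pass with the brightest probe (0.0593), nor the list distal convoluted and connecting tubule with camera on ranks (0.0827).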

Differences from the paper's values

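The alternatives named in this part were fixed before the data were examined, and no test was chosen only after the result was seen.

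The paper gives 2 genes higher in MSC samples past its thresholds, where the limma fit used here gives 0, with 909 genes higher at an unadjusted p under 0.05. The 2 genes of the paper, Tmem52b and Calb1, have the smallest p-values here too. The count differs from the paper's in 29 of 30 alternatives. Array weights give 2, and these are the same 2 genes, while the unadjusted p with the fold change gives 93. Array weights are not named in the paper's methods, and whether they were used there is not known.

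The -log10 FDR of Tmem52b is about 2.6 in Fig. 5A, read by eye, and 1.00 here, with a range of 0.14 to 1.55 over the alternatives, all 28 of which differ from the paper's value. For Calb1 the figure gives about 1.8, against 0.68 here, and 27 of 28 alternatives differ. Array weights came nearest at 1.55, which was counted as not differing from a value read by eye. The log2 fold changes, about 0.85 and about 1.1 in the figure, are 0.86 and 1.13 here, so that the difference is in the significance and not in the size of the change. The count of genes lower in MSC samples is 0 in both.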

Other observations

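The tests of the number of genes past both thresholds, of the slide for the fat genes, of blood for the red cell genes and of distal tubule for Calb1 and Tmem52b were chosen only after the result was seen, and the verdicts on the 2 explanations by distal nephron and on brightness for NP replicates 1 and 2 were also settled then.

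To see what the grouping itself can give, 100 splits of the 9 arrays into 5 and 4, the real one included, were run through the same steps. At an unadjusted p under 0.05, 9 of 100 splits had as many genes as the 1615 of the real split, with a median of 379 over the other splits. With array weights, 10 of 100 had at least the 2 genes of the real split. The real split has 0 genes past both thresholds in limma without weights, which all 100 reach. As many as 5 of the 9 gene sets passed in 25 of 100 splits, with a median of 3 over the other splits, so that chance cannot be excluded for the number of sets. For the marker lists 2 of 100 splits had as many as 12.

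The split by slide, NP replicates 4 and 5 with MSC replicates 3 and 4 against the rest, gave 27 genes past both thresholds and 1775 at an unadjusted p under 0.05, more than the real split. Both groups are on both slides. With the slide as a block 0 genes were called by limma, the 5 gene sets kept their calls, and the FDR was 5.14e-03 for the gene set respiratory electron transport and 3.18e-08 for the gene set lysosome.

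Other causes were tried for the rise of the metabolic and transport gene sets. With a score of fat genes in the model 5 sets stayed past the threshold, with a score of red cell genes 5, and after correction for the GC content of the probes 5, which speaks against these 3 causes. With a score of distal nephron genes 0 stayed. This is the outcome written down in advance for a larger share of distal nephron in the MSC samples. The question is left open because that score itself parts the groups, from 0.08 to 0.33 in MSC and from -0.28 to 0.02 in NP arrays, so that the model cannot separate it from the treatment. A larger share of distal nephron in the pieces sampled therefore remains a possible explanation. The vacuolar H+-ATPase subunits outside the intercalated cell list were also higher (18 genes, camera p 1.17e-03 from limma), which speaks against a rise of only the subunits of these cells.

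For Calb1 and Tmem52b the 12 other markers of the distal convoluted and connecting tubule had a median log2 fold change of 0.0301, from -0.33 for S100g to 0.67 for Klk1. Both genes rose more than any of them, which is the outcome written down against this cause. Because Klk1, Slc12a3 (0.59), Slc8a1 (0.52) and Trpv5 (0.41) rose in part, it was left open too. With the distal nephron score in the model the log2 fold change was 0.59 for Tmem52b and 0.68 for Calb1.

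Background would compress the log2 fold change of the dimmer probe of Tmem52b, but the dimmer probe had the larger one, 0.86 against 0.28, so that background under it is excluded as the cause of their difference. Background subtraction had no bearing on this, as it raises the log2 fold change of the dimmer probe further. It left the probes 0.82 apart. The standard error of 0.27 for this gap treats the probes as independent, although both were read on the same arrays. What does cause the difference was not tested.

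Fat genes were high in MSC replicates 3 and 4. In another list of 20 fat genes, not used to see the pattern, these 2 arrays again had the highest scores, with a mean of 0.68, consistent with fat around the kidney in these 2 samples. The slide is excluded, as NP replicates 4 and 5 on the same slide were lower than the other NP arrays by a score difference of -0.79.

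The red cell list was lower in MSC samples (median log2 fold change -0.80, camera FDR 3.91e-04 from limma), and so was the platelet list (median -0.26, FDR 0.0330). Of the MSC arrays 3 of 4 had a red cell score under all NP arrays, with -1.72 in MSC replicate 1 and 0.33 in MSC replicate 2, so that loss of blood by perfusion is not settled by these arrays. The glomerulus list was lower (median -0.26, FDR 0.0331) and rests on MSC replicate 4 with a score of -0.64. Not past the threshold were the lists for leukocytes (FDR 0.0959), skeletal muscle (0.107), adrenal (0.376), inner medulla (0.761) and endothelium (0.858).

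NP replicates 1 and 2 lay at opposite ends of the first principal component, which held 44.6% of the variance, at 29.4 and -47.9. Over genes their difference had a Spearman's rho of -0.0406 with the GC content of the probes, which speaks against a trend with GC. The rho of 0.05 with brightness decides nothing, since cyclic loess takes out the trend with intensity beforehand, and an effect of brightness stays open. They also had the lowest array weights, 0.33 and 0.28.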
